A study of Mus musculus with 2 samples. Its data were reported in "DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function" (2025).

How the data were processed

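MERFISH, which identifies single RNA molecules in tissue by reading fluorescent barcodes over repeated rounds of imaging, had been run on 1 coronal section of an E16.5 control mouse brain (*Sst-Cre/tdTomato*) and on 1 coronal section of a *Dnmt1* knockout (KO) brain. In the KO animals Cre recombinase is made by cells that express *Sst*, the gene of the neuropeptide somatostatin, and deletes a loxP-flanked part of *Dnmt1*, the gene of a DNA methyltransferase. The sections were 10 µm thick. The probe panel covered 500 genes and 50 blank barcodes, which code for no gene and measure false decoding. *Dnmt1* was not among the panel genes.

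Per the labels and the study's methods, the authors used the decoding and cell segmentation of the MERSCOPE instrument. The deposited values were raw counts of decoded molecules per segmented cell and gene, without normalization and with cells of 0 transcripts kept. For each cell the deposited metadata gave its position, its volume and the summed intensity of the PolyT and DAPI stains in the instrument's own units, which the authors had not normalized between sections. The deposited list of single molecules gave each molecule's position, imaging plane (7 planes) and cell. The authors' normalization, integration, cell names and cortical outline are not in the count tables and were not used here. The model used for segmentation is not stated. A transcript total in the metadata that lay at or below the sum of the counts, by a rule that is not stated, was not used.

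Tables were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Cells with at least 20 panel transcripts were kept, with blank barcodes left out of all totals. These cells of both sections were clustered with Seurat 5.3.0 (SeuratObject 5.2.0, R 4.3.3) after the approach of the study: log normalization, variable features, 30 principal components, reciprocal PCA to integrate the sections and Louvain clustering at resolution 0.8. The subclustering by hand that the study describes was not repeated. A cluster was called "X-like" only where at least 3 markers of that class, from lists fixed beforehand, were among its top 10 genes by fold over all other cells (a pseudocount of 0.5 per 10000 transcripts was added to both sides), and more of them than of any other class. The pseudocount and the treatment of ties as unnamed were set after the data had been seen. No doublet caller was run, since a segmented cell in a section is not a droplet. Merged cells were weighed by leaving out the 1% of cells with the largest volume in each section.

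The pallial region, the part of the section that holds the developing cortex, was drawn by script on a grid of 25 µm bins, smoothed with an SD of 50 µm, as the bins in which 5 pallial genes made up over 50% of the transcripts of these and 12 subpallial genes. Bins with under 1 cell, or in which these genes made up under 4% of panel transcripts, were left out, as were parts under 0.3 mm². The grid, smoothing, abundance minimum and part size were set after the sections had been seen. The first minimum of 0.05 cells per bin gave a control area of 3.76 mm² and took in 184 more control cells and 4 more KO cells, of which 0 reached 20 transcripts. Hemispheres were separated by the line midway between the 2 centres of a 2-means split, which is not exactly the midline. Relative depth was the distance to the outer edge, the dividing line included, divided by the sum of the distances to the outer and the inner edge. It runs from 0 at the pial edge to 1 at the ventricular edge and was used in 10 bins.

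With 1 section per group there is no replicate, so no test was run and no p-value or standard error is given. Sums of counts carry exact Poisson 95% intervals and shares carry exact binomial (Clopper-Pearson) 95% intervals. Both intervals cover counting error only, not the spread between animals, sections or runs. Counts were scaled to counts per 1000000 panel transcripts (CPM) of the cells concerned. Ratios are KO over control on the log2 scale, without a pseudocount. The interval of a ratio pairs opposite ends of the intervals of both groups, so it is wider than a 95% interval of the ratio. For shares of cells with a transcript of a gene, every cell was thinned at random to 25 transcripts, the lower of the 25th percentiles of both sections, and shallower cells were left out. As the background of these shares, microglia-like cells were thinned in the same way, and those of the pallial region were used, a choice made after those of the whole section had been seen. The 4 genes of the study's text that were compared in interneurons as a list were set against 10000 random lists of genes, in which each member was replaced by 1 of the 20 panel genes closest to it in mean expression.

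The named genes are those written down for each comparison, together with the 5 highest and the 5 lowest log2 ratios among genes at or above the panel median of mean CPM, and the 3 leading genes of a cluster. Some genes that these rules call for are not reported here, and the list of the study's genes was recomputed without them after the data were seen. These rules, the marker lists, the comparisons and most alternatives were fixed before the data were examined. The definitions of both unnamed cluster sets below were set after seeing the clusters. Since only 2 markers of intermediate progenitor cells (IPCs) were on the panel, no cluster could be named IPC-like, and the share of clusters with *Eomes* among their top 10 genes was used in its place. At the main setting no cluster met the naming rule for interneurons of the medial ganglionic eminence (MGE), so the share of clusters with at least 3 MGE interneuron markers among their top 10 genes was used. For the depth of interneurons and the genes of the study, cells with *Lhx6*, or with *Lhx6* and *Gad1* or *Gad2*, were used in place of named clusters.

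The calculation of log2 ratios and list percentiles was tested on simulated data made from the means and totals of the pallial cells, with 200 of 500 genes changed. The direction was recovered for 100% of the changed genes, with a median absolute error of 0.037 on the log2 scale for genes at or above the median. Of 200 unchanged lists, 7% fell outside the central 95% of the random lists. Only counting error was simulated, without a difference between runs by gene, and the lists were longer than the study's list and drawn from all pallial cells. The test therefore checks the calculation and does not show that small ratios can be told from a difference between runs.

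Alternatives were the minimum of transcripts, the clustering resolution, clustering without integration, the pallial threshold, leaving out large cells, other scalings, all decoded molecules, other thinning and each hemisphere on its own. Others were added after seeing the data: clustering after thinning the KO transcripts to the control depth, overall or in each of the 10 depth bins, the same overall thinning for the depth of *Lhx6* cells, clustering without the 11 compared genes, leaving out 500 µm on both sides of the dividing line, imaging plane 0 alone, ratios relative to the same gene outside the region, 20 other draws of the thinning for shares of cells with a transcript, and clusters with at least 3 MGE interneuron markers for depth and the study's genes. The planned region map without all compared genes held no region and was replaced by a map without *Tbr1* and *Eomes*. Of the 22 genes that the study's text names as raised, 6 were on the panel. The others and *Pax6* were not analysed here.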

Results

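Spatial expression was measured by MERFISH in 1 coronal section of an E16.5 control brain (*Sst-Cre/tdTomato*) and 1 of a *Dnmt1* KO brain, in which *Dnmt1* is deleted in cells that express *Sst*. Both sections held similar numbers of segmented cells, 108533 in the control and 110004 in the KO. Their depth differed: 2842355 panel transcripts lay in control cells and 13437174 in KO cells, with a median of 20 and 101 transcripts per cell. Blank barcodes took 0.496% of the transcripts in control cells and 0.486% in KO cells. The number of molecules decoded in imaging plane 6 was 23.6% of that in plane 0 in the control section and 43.2% in the KO section. The minimum of 20 transcripts was reached by 55231 control cells (50.9%) and 101250 KO cells (92.0%). Each group is 1 section from 1 run, so run and genotype cannot be told apart in any comparison, and no difference has a replicate check.

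The outlined pallial region measured 3.60 mm² in the control and 3.61 mm² in the KO section and held 30915 and 32923 cells. Of these, 14386 control cells (46.5%) and 31612 KO cells (96.0%) reached the minimum, with medians of 33 and 101 transcripts. In the control the share of cells over the minimum fell from 55.9% (95% interval 53.9 to 57.9) in the outermost depth bin to 35.5% (34.1 to 37.0) in the innermost, whereas in the KO it was 96.4% and 96.1%. The control hemispheres also differed, with medians of 14 and 23 transcripts per pallial cell against 92 and 106 in the KO.

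**Figure D1:**
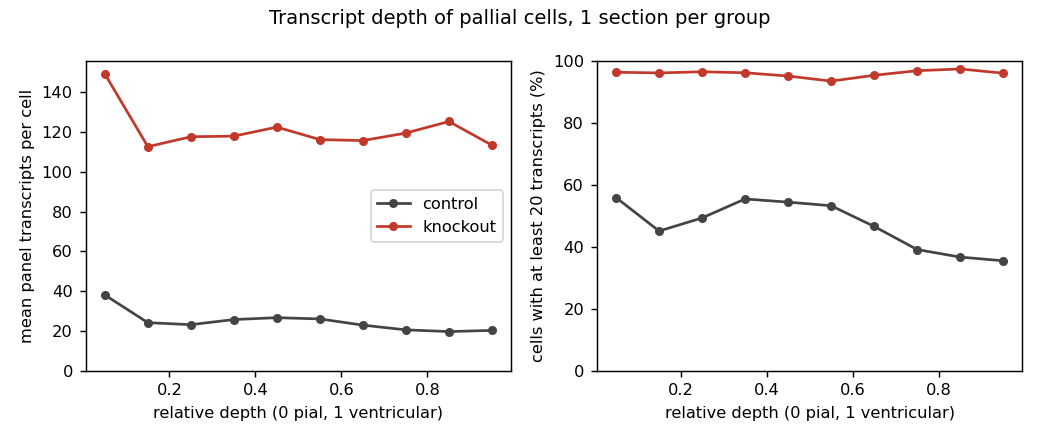
Mean panel transcripts per pallial cell (left) and percentage of pallial cells with at least 20 transcripts (right) in 10 bins of relative depth, from the pial (0) to the ventricular (1) edge, in the control (grey) and KO (red) section. The share of control cells over the minimum falls to 35.5% in the innermost bin, and that of KO cells is 96.1% there.

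*Dnmt1* was not on the panel, so the genotypes could not be checked by the deleted gene. *Sst*, whose promoter drives Cre, was counted at 863 counts per 1000000 panel transcripts (CPM; 826 to 902) in the whole control section and 827 (812 to 842) in the KO section. In the pallial region it was 892 (817 to 972) in the control and 689 (663 to 715) in the KO.

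Clustering of both sections gave 26 clusters, of which 17 stayed unnamed and the others were named from the marker lists. Unnamed clusters held 56.1% of control cells and 49.6% of KO cells over the minimum in the whole section. Striatal projection neuron-like clusters, led by *Rxrg* and *Oprm1* or by *Drd2*, *Adora2a* and *Pou3f1*, held 12.9% and 15.4%. Radial glia-like clusters, led by *Aldh1l1*, *Olig2* and *Ednrb* or by *Hopx*, *Aldoc* and *Eomes*, held 8.40% and 8.99%. The deep-layer neuron-like cluster (*Mc4r*, *Fezf2*, *Ntsr1*) held 8.84% and 9.57%, and the upper-layer or immature projection neuron-like cluster (*Sstr2*, *Unc5d*) 5.04% and 8.36%. The vascular-like (*Cldn5*, *Aplnr*, *Flt1*), microglia or macrophage-like (*Csf1r*, *Cx3cr1*, *C1qa*) and oligodendrocyte precursor-like (*Gpr17*, *Olig1*, *Bcan*) clusters held 5.21%, 2.33% and 1.13% of control cells and 5.01%, 1.89% and 1.09% of KO cells. These whole-section shares describe the sections, since leading genes of several clusters differed in level between them.

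To ask whether deletion of *Dnmt1* in SST+ cells was accompanied by more IPCs in the cortex, the cluster with *Eomes* among its top 10 genes was counted in the pallial region. It held 645 of 14386 control cells, 4.48% (4.15 to 4.83), and 3032 of 31612 KO cells, 9.59% (9.27 to 9.92), a log2 ratio of 1.097. This cluster met the naming rule for radial glia and is no separate IPC class. Because *Eomes* itself differed between sections, cells were also clustered without the compared genes, which gave 4.25% and 9.43%. Of all alternatives the minimum of 50 transcripts moved the ratio most, to 3.19, with 32 of 3101 control cells and 2536 of 26869 KO cells. When KO transcripts were thinned to the control depth before clustering, the upper-layer or immature projection neuron-like cluster also had *Eomes* among its top 10 genes, and the shares became 24.3% and 30.2%, a log2 ratio of 0.31.

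The radial glia-like class, from which IPCs arise, held 5.13% (4.78 to 5.50) of control and 9.88% (9.56 to 10.2) of KO pallial cells, a log2 ratio of 0.95. Most of its cells belonged to the cluster with *Eomes*, so both shares largely count the same cells. Clustering without the compared genes gave 4.84% and 9.78%. The ratio was 0.81 after thinning KO transcripts to the control depth and 0.54 after doing so in each depth bin. The other 9 of the top 10 genes of the *Eomes* cluster had log2 ratios from 0.06 (*Bcan*) to 1.32 (*Hopx*) in the pallial region, with a median of 0.76, against a median of −0.13 outside it, a summary chosen after the values were seen.

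Deep-layer neurons were examined next. The deep-layer neuron-like cluster held 33.7% (33.0 to 34.5) of control and 30.6% (30.1 to 31.2) of KO pallial cells, a log2 ratio of −0.14. At a minimum of 50 transcripts its direction was the opposite, with a log2 ratio of 0.28, and at a minimum of 10 no cluster could be named deep-layer neuron-like. Unnamed clusters held 35.2% of control and 27.1% of KO pallial cells. Among them, the cluster led by *Slc17a7*, *Nr4a2* and *Il1rapl2*, which had 2 deep-layer markers and stayed 1 short of a name, held 15.0% (14.5 to 15.6) and 11.1% (10.8 to 11.5). The upper-layer or immature projection neuron-like cluster held 18.9% and 26.1%. Its first gene *Sstr2* had a log2 ratio of 0.66 in the region and 0.49 outside it, and *Unc5d*, another leading gene, 1.48 and 1.06. Both were raised outside the region too, so the difference in cluster size is not read as one in cells. *Sstr2* is also on the list of IPC markers, but this cluster lacked *Eomes* among its top 10 genes and was not counted above at the main setting.

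Interneurons were assessed by the unnamed clusters with at least 3 MGE interneuron markers, which held 10.1% (9.61 to 10.6) of control and 8.85% (8.54 to 9.17) of KO pallial cells, a log2 ratio of −0.19. The direction changed at a minimum of 10 transcripts, with a log2 ratio of 0.16, and at resolution 1.2, with 0.10. Of this share, the cluster led by *Npas1*, *Reln* and *Ndnf* made up 9.43% and 8.62%. It had as many Cajal-Retzius markers as MGE interneuron markers. At resolution 1.2 a Cajal-Retzius-like cluster with 3.17% of control and 2.27% of KO cells was named apart and not counted. An MGE interneuron-like cluster led by *Npas1* then held 5.56% and 6.32%. The cluster led by *Sst*, *Elfn1* and *Epha6*, which had 2 MGE interneuron markers and was left out by the limit of 3, held 2.33% (2.09 to 2.59) and 0.788% (0.693 to 0.891).

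**Figure D2:**
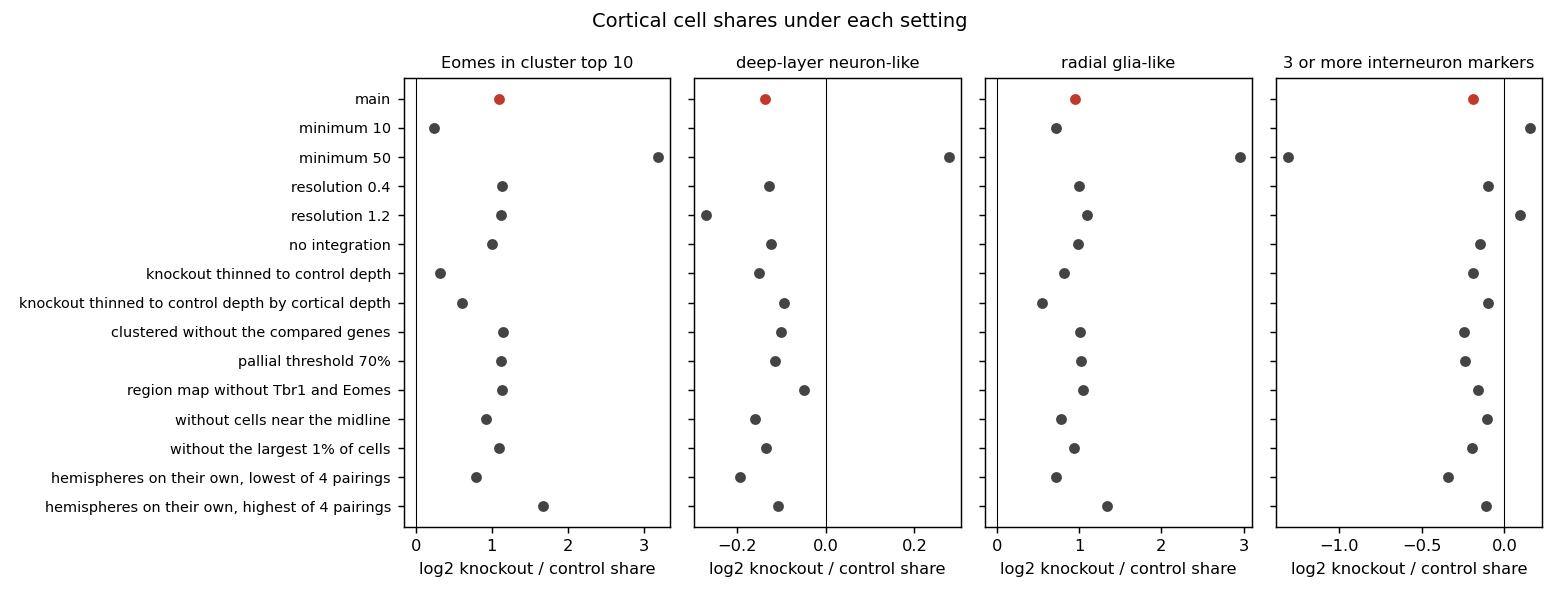
Log2 ratio of the KO over the control share of pallial cells for 4 cell sets (panels, each with its own horizontal scale) under the main setting (red) and each alternative (grey), with a line at 0. The ratio of the deep-layer neuron-like cluster crosses 0 at a minimum of 50 transcripts, and that of the clusters with interneuron markers at a minimum of 10 and at resolution 1.2.

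Marker abundance needs no clusters. *Eomes* was counted at 678 CPM (613 to 748; 395 transcripts) in control and 2280.1 (2233 to 2328; 9028 transcripts) in KO pallial cells, a log2 ratio of 1.75 (1.58 to 1.93). Per cell volume the ratio was 3.88, the alternative that moved it most, since it includes the difference in depth. With no minimum of transcripts it was 1.32. Over all decoded molecules of the region, in cells or not, it was 1.39, and among these in imaging plane 0 alone 1.204. Outside the pallial region the log2 ratio of *Eomes* was 0.41. *Hopx*, a radial glia marker, had a log2 ratio of 1.32 (1.14 to 1.50) inside and 0.03 outside the region. *Sox9* had 0.27 (0.19 to 0.34) inside and −0.62 outside. Its ratio inside was 0.079 over all decoded molecules and −0.10 among these in imaging plane 0.

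Among deep-layer markers, *Tbr1* was counted at 40478 CPM (39963 to 40998) in control and 38126 (37934 to 38319) in KO pallial cells, a log2 ratio of −0.09 (−0.11 to −0.06). *Fezf2* had a log2 ratio of −0.21 (−0.25 to −0.17). At a minimum of 50 transcripts both were higher in the KO, with log2 ratios of 0.27 and 0.32. The upper-layer marker *Cux2* had a log2 ratio of 0.16 (0.11 to 0.21), which was 0.00084 over all decoded molecules and −0.05 among these in imaging plane 0. The interneuron genes *Lhx6* and *Sst* had log2 ratios of −0.10 (−0.19 to −0.01) and −0.37 (−0.55 to −0.19), and *Erbb4* had 0.02 (−0.09 to 0.13), not detectable as a difference at this depth. *Lhx6* and *Sst* had the opposite direction in the highest of the 4 hemisphere pairings, with 0.17 and 0.21.

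These ratios were read against the whole panel. Among the 250 genes at or above the panel median, the median log2 ratio in the pallial region was 0.04 and the 5th to 95th percentiles ran from −0.89 to 1.08. The highest of the 4 pairings of single hemispheres moved the median to 0.20. The highest ratios were those of *Cd24a* (2.15), *Epha3* (1.79), *Eomes* (1.75), *Unc5d* (1.48) and *Kcnk2* (1.34). The lowest were those of *Ccnd2* (−1.17), *Adra2a* (−1.16), *Vwc2* (−1.12), *Chrna2* (−1.11) and *Pcdh8* (−1.11). Outside the region *Cd24a* had a log2 ratio of 2.04, *Epha3* 1.61 and *Kcnk2* 1.36, and *Ccnd2* had −0.61. Across genes, ratios inside and outside the region had a Spearman rho of 0.716, where genes are not independent replicates. The ratio of *Eomes* lay at percentile 99.4 of these genes inside the region and 74.8 outside, and the difference between both, 1.34, at percentile 99.6. *Tbr1* lay at percentile 36.2 inside.

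**Figure D3:**
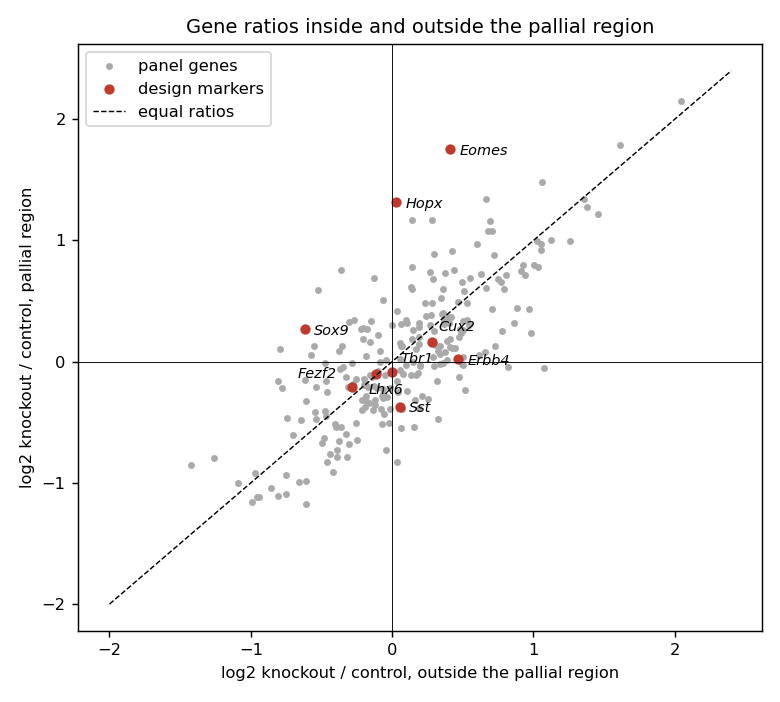
Log2 ratio of KO over control CPM inside (vertical) against outside (horizontal) the pallial region for the 250 panel genes at or above the panel median (grey) and the compared markers (red), with the line of equal ratios dashed. Ratios inside and outside track each other (Spearman rho of 0.716 across genes), and *Eomes* lies above the line, at 1.75 inside and 0.41 outside.

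In pallial cells thinned to 25 transcripts, which left out 3315 control and 553 KO cells, *Eomes* was found in 1.77% (1.53 to 2.03) of control and 5.49% (5.24 to 5.75) of KO cells. Unthinned, the shares were 2.47% and 13.7%. In thinned microglia-like cells of the region, which should lack the marker, it was found in 0 of 179 control cells (0 to 2.04%) and 1.32% (0.431 to 3.06) of 378 KO cells, so the control share is not set apart from this background. Microglia-like cells of the whole section, most of them outside the region, had lower *Eomes* shares. These were 0.0884% (0.00224 to 0.492) of 1131 control and 0.636% (0.329 to 1.11) of 1886 KO cells. Both pallial shares lie above these, so the reading for the control depends on the background chosen. Blank barcodes give another floor: the median blank was found in 0.313% of unthinned control and 1.15% of unthinned KO pallial cells. Counting cells with at least 2 *Eomes* transcripts moved the log2 ratio most, from 1.63 to 3.77. That value rests on 8 control cells and ranged from 2.75 to 4.24 over 20 other random thinnings, while with at least 1 transcript the range was 1.56 to 1.76. *Tbr1* was found in 56.8% (55.9 to 57.8) of control and 52.2% (51.6 to 52.7) of KO cells, above 8.38% (4.77 to 13.4) and 9.79% (6.99 to 13.2) in microglia-like cells. Its unthinned shares, 65.7% and 77.5%, ran the other way, against the CPM, and no order is read from them. *Lhx6* was found in 6.86% and 6.26% and *Sst* in 1.67% and 1.09% of thinned cells. In microglia-like cells of the region their shares were 1.68% (0.347 to 4.82) and 3.17% (1.65 to 5.48), and 0% (0 to 2.04) and 1.06% (0.289 to 2.69), so those of *Sst* are not set apart from this background. In those of the whole section *Sst* was lower, at 0.354% (0.0964 to 0.903) and 0.318% (0.117 to 0.691), below both pallial shares. Unthinned, the pallial shares of *Lhx6* and *Sst* were 9.73% and 17.2%, and 2.63% and 4.38%, for which the same holds as for *Tbr1*. *Sox9* was found in 7.76% (7.27 to 8.27) and 9.90% (9.57 to 10.2) of thinned cells and in 10.0% and 20.4% of unthinned ones, and in 3.35% (1.24 to 7.15) and 3.97% (2.24 to 6.46) of thinned microglia-like cells.

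Over cortical depth, *Eomes* transcripts were most frequent in the innermost bin in both sections. The inner 2 of the 10 depth bins held 61.5% (56.5 to 66.3) of control and 59.1% (58.1 to 60.1) of KO *Eomes* transcripts, a difference of −2.40 percentage points that is within counting error. Between single hemispheres it ranged from −16.0 to 16.47. *Tbr1* was most frequent in bin 4 in both sections, and its inner 2 bins held 15.4% (14.9 to 15.8) and 15.9% (15.7 to 16.1), a difference that changed direction between hemispheres, from −2.31 to 6.55 points. *Fezf2* was most frequent in bin 3 in both sections, but its outer 2 bins held 10.6% (10.0 to 11.2) of control and 23.8% (23.5 to 24.2) of KO transcripts. Those of *Tbr1* held 9.73% (9.36 to 10.1) and 13.3% (13.1 to 13.5). Both differences in the outer bins were examined after the profiles had been seen, and between single hemispheres they ranged from −2.998 to 23.0 points for *Fezf2* and from −0.425 to 5.88 points for *Tbr1*, so no shift is read from them. The inner 2 bins held 20.7% (19.6 to 21.8) of control and 26.1% (25.7 to 26.6) of KO *Cux2* transcripts and 11.5% (8.92 to 14.6) and 16.2% (14.8 to 17.6) of *Sst* transcripts, with the same direction in all 4 pairings of hemispheres. *Lhx6* was most frequent in bin 1 in both sections.

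**Figure D4:**
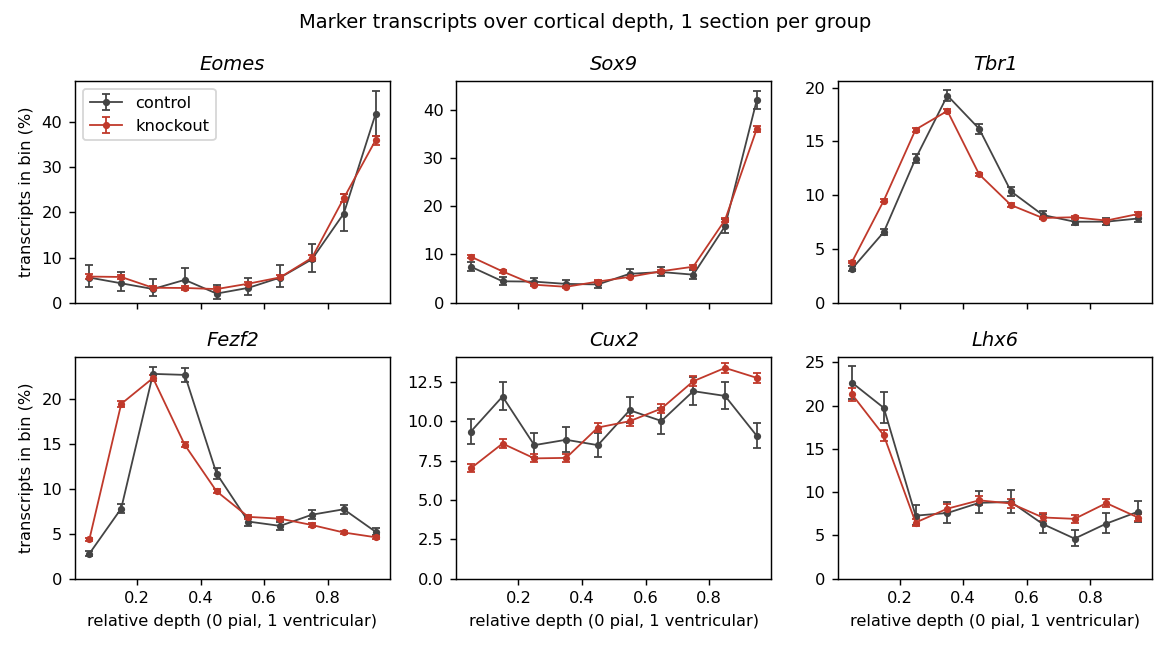
Percentage of each marker's pallial transcripts in 10 bins of relative depth, from the pial (0) to the ventricular (1) edge, in the control (grey) and KO (red) section, with exact binomial 95% intervals for counting error. *Eomes* and *Sox9* are most frequent in the innermost bin of both sections.

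To ask where interneurons lay in the cortex, the depth of pallial cells with *Lhx6* was measured. A transcript of *Lhx6* is a weak criterion, since thinned microglia-like cells of the region had it in 1.68% (0.347 to 4.82) and 3.17% (1.65 to 5.48), against 6.86% and 6.26% of thinned pallial cells, and unthinned KO cells had it more often. Their median relative depth was 0.351 (0.326 to 0.383) for 1400 control cells and 0.422 (0.408 to 0.433) for 5422 KO cells. The outer of 3 equal depth zones held 47.9% (45.3 to 50.6) and 40.8% (39.5 to 42.1) of them, and the inner zone 21.1% (19.0 to 23.4) and 28.4% (27.2 to 29.6). The median distance from the pial edge was 141 µm (129 to 154) and 180.4 µm (175 to 186). Single hemispheres moved the difference of the median depth most, from −0.0043 to 0.215, and so changed its direction. At least 2 *Lhx6* transcripts gave medians of 0.206 and 0.386. Thinning the KO to the control depth gave 0.395 in place of 0.422, with an interval of 0.371 to 0.421 that overlaps that of the control. All pallial cells over the minimum had a median depth of 0.455 (0.448 to 0.462) in control and 0.456 (0.450 to 0.462) in KO, towards which background transcripts in cells of any kind would draw the value. With no minimum, pallial cells had medians of 0.510 (0.504 to 0.517) in control and 0.458 (0.452 to 0.464) in KO. The minimum thus moved the control median outwards and the KO median little. Whether it did the same to *Lhx6* cells was not tested. Cells of the clusters with at least 3 interneuron markers, which do not rest on single *Lhx6* transcripts, had medians of 0.152 (0.136 to 0.167) and 0.192 (0.176 to 0.221), also deeper in the KO, but between single hemispheres this difference ranged from −0.107 to 0.221. Of these cells, 1356 of 1452 in the control and 2726 of 2797 in the KO were of the cluster led by *Npas1*, *Reln* and *Ndnf*. That cluster had as many Cajal-Retzius as MGE interneuron markers, so the difference may reflect its mix of cells. Since the direction depends on the hemispheres for both sets of cells, no shift of interneurons is read from them.

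Finally, genes that the study's text names as raised after *Dnmt1* deletion were compared in cells with *Lhx6* and a *Gad* gene, 4205 in the control and 17235 in the KO section. The study found these rises in sorted *Sst-Cre* cells of an earlier embryonic stage, and that of *Erbb4* also in *Sst*+/*Gad2*+ nuclei at E16.5. Cells were chosen here without thinning, at medians of 41 and 140 transcripts. The choice is thus easier to meet in the KO, and no choice at matched depth was made. In the whole section the log2 ratios were 0.89 for *Dlx1*, 0.68 for *Sox6*, 0.31 for *Erbb4* and 0.16 for *Reln*. Their median, 0.49, lay at percentile 71.9 of random lists matched on expression, which is a description of these sections. Counted per cell it was 2.27, the alternative that moved it most, since it includes the difference in depth. In the pallial region, with 532 control and 3213 KO cells, the ratios were 0.36 for *Dlx1*, 0.48 for *Sox6*, −0.11 for *Erbb4* and 0.17 for *Reln*. All of these had intervals that include 0. The list median was 0.26, at percentile 48.65. In pallial cells of the clusters with at least 3 interneuron markers the ratios were higher, at 1.05 (0.76 to 1.35) for *Dlx1*, 1.03 (0.61 to 1.47) for *Sox6*, 0.47 (0.30 to 0.63) for *Erbb4* and 0.19 (0.09 to 0.29) for *Reln*, with a median of 0.75. Random lists were higher there as well, and this median lay at percentile 68.8 of them. Most of these cells were of the cluster that had as many Cajal-Retzius as MGE interneuron markers, so these ratios are not read as those of interneurons alone. *Lhx6*, which served to choose the cells with *Lhx6* and a *Gad* gene, was left out of the list. For the clusters, *Erbb4* was among the MGE interneuron markers that chose them, and *Dlx1* and *Reln* were leading genes of 1 cluster each. The list is therefore not independent of that choice of cells.

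The spread within a section shows how far values depend on place, since hemispheres and windows are no replicates. The share of the *Eomes* cluster was 3.42% and 4.93% in the control hemispheres and 8.59% and 10.9% in those of the KO. Over 10 windows along the cortex it ranged from 0.0813% to 14.2% in the control and from 0% to 26.5% in the KO. *Eomes* was at 609 and 702 CPM in the control hemispheres and 2269 and 2293 in those of the KO, and over windows 132 to 1625 and 195 to 5586. The deep-layer neuron-like share was 34.6% and 33.3% in the control and 30.9% and 30.3% in the KO hemispheres, with windows from 11.4% to 50.3% and from 16.3% to 43.7%.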

Values the study reported

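The study stated that MERFISH covered *n* = 1 section for each genotype, with a panel of 500 transcripts, and that Louvain clusters were taken at a resolution of 0.8. For these sections its text described, without giving values, a larger proportion of deep-layer neurons and more IPCs in the *Dnmt1* KO brain. A supplementary bar plot showed proportions of cell types in cortical columns of these sections. The study also reported immunostaining and single-nucleus RNA sequencing of replicate embryos at E16.5, which are not analysed here.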

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

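The test of the PolyT brightness was chosen only after the result was seen. Stain brightness entered no comparison above, and in the KO pallial cells it lay above the control. The median PolyT brightness per cell volume, a stain for polyadenylated RNA, was 1.35 times that of the control, and the median DAPI brightness, a stain for DNA, was 1.09 times. Pallial cells of the KO section had smaller segmented volumes, with a median of 793 µm³ against 935 µm³. If smaller volumes alone were the cause, brightness per cell would not differ. Per cell the PolyT ratio was 1.17, between the limits written for either outcome, so volume and staining cannot be told apart. The DAPI ratio per cell was 0.960, so the higher DAPI brightness per volume goes with the smaller volumes. Staining and exposure may differ between the runs, and each run holds 1 genotype, so a difference in RNA content that goes with the genotype stays open and was not tested.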

How the results depend on the processing

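The alternatives chosen only after the data were seen were both thinnings of the KO before clustering and the thinning of the KO for the depth of *Lhx6* cells, clustering without the compared genes, the region map without *Tbr1* and *Eomes*, the region without cells near the midline, imaging plane 0, ratios relative to outside the region, other thinning draws, the alternatives for the outer depth bins, and clusters with interneuron markers for depth and the study's genes. Of 304 values under alternatives, 150 stayed within the counting interval of the main value, 111 moved beyond it in the same direction and 43 moved beyond it to the opposite direction. Of the 150, 4 had the opposite sign within an interval that includes 0: *Erbb4* abundance without the midline (−0.031), the median over the panel (−0.033) and the inner 2 bins of *Lhx6* (−0.304 points) in the lowest pairing, and pallial *Reln* without the 5 most abundant genes (−0.036). They are not among the changes of direction given below. For single genes that answer no comparison by themselves, the 3 counts were 79, 66 and 32 of 177. Values are log2 ratios of KO over control unless another unit is given, and the cause of a change was not tested unless one is named. No paired analysis was possible because each group is 1 section.

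The higher *Eomes* abundance and the higher shares of the *Eomes* cluster and the radial glia-like class in the KO kept their direction under every alternative run for them. The share of the *Eomes* cluster was 0.24 at a minimum of 10 transcripts, 3.19 at 50, 0.31 after thinning the KO to the control depth, 0.61 after thinning by depth bin and 0.92 without cells near the midline, and from 0.80 to 1.68 over the 4 pairings of hemispheres. At a minimum of 10 and after thinning to the overall control depth, the upper-layer cluster also had *Eomes* among its top 10 genes and was counted, so these 2 ratios are of other sets of cells. The radial glia-like share was 0.72 at a minimum of 10, 2.95 at 50, 0.54 after thinning by depth bin and 0.78 without the midline, and from 0.72 to 1.34 over pairings. The deep-layer neuron-like share changed direction at a minimum of 50, to 0.28, and was −0.27 at resolution 1.2 and −0.050 on the map without *Tbr1* and *Eomes*. At a minimum of 10 it had no value, since no cluster could be named. The share of clusters with interneuron markers changed direction at a minimum of 10 (0.16) and at resolution 1.2 (0.10), and was −1.31 at a minimum of 50 and −0.34 in the lowest pairing. The planned map without all compared genes held no region and gave no value.

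*Eomes* abundance was 1.32 with no minimum, 2.94 at a minimum of 50, 3.38 per cell, 3.88 per cell volume, 1.39 over all decoded molecules, 1.204 in plane 0, 1.34 relative to outside the region and 1.51 without the midline. *Tbr1* abundance was −0.14 with no minimum, −0.12 on the map without *Tbr1* and *Eomes* and −0.15 in the lowest pairing. At a minimum of 50 *Tbr1* (0.27) and *Fezf2* (0.32) changed direction. Per cell, *Tbr1* (1.54), *Fezf2* (1.42), *Lhx6* (1.52) and *Sst* (1.26) changed direction, and per cell volume they were 2.05, 1.92, 2.03 and 1.76, since these scalings keep the difference in depth. In plane 0 the direction changed for *Sox9* (−0.10) and *Cux2* (−0.046), and without the midline for *Sox9* (−0.00040). Plane 0 was counted over all decoded molecules, which over all planes gave 0.079 for *Sox9* and 0.00084 for *Cux2*. Much of the change in plane 0 thus goes with counting molecules without the cell minimum. Relative to outside the region it changed for *Cux2* (−0.12), *Erbb4* (−0.45), *Fezf2* (0.074) and *Lhx6* (0.0092). In the highest pairing it changed for *Fezf2* (0.064), *Lhx6* (0.17) and *Sst* (0.21), and in the lowest for *Erbb4* (−0.16). The median over the panel was 0.20 in the highest pairing.

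For the share of thinned cells with a transcript, *Eomes* was 2.47 unthinned, 3.77 with at least 2 transcripts and 1.97 in the highest pairing. *Tbr1* was −0.20 with at least 2 transcripts and from −0.19 to −0.055 over pairings. Unthinned, *Tbr1* (0.24), *Lhx6* (0.82) and *Sst* (0.74) changed direction, since deeper cells show more genes. In the highest pairing *Lhx6* (0.257) did so. Over 20 other thinning draws *Eomes* and *Tbr1* stayed within the counting interval. With at least 2 transcripts these draws gave 2.75 to 4.24 for *Eomes*, whose control share then rests on few cells, and −0.21 to −0.15 for *Tbr1*, and *Lhx6* changed direction in the highest draw (0.256).

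The share of transcripts in the inner 2 depth bins changed direction with the pairing of hemispheres for some markers and not for others. In percentage points, *Eomes* ranged from −16.0 to 16.47 and *Tbr1* from −2.31 to 6.55, and the direction also changed for *Sox9* (28.9), *Hopx* (48.5) and *Fezf2* (8.86). The direction was kept for *Cux2* (4.02 to 10.0), *Sst* (2.87 to 5.34) and *Erbb4* (0.319 to 8.79). The difference in the outer 2 bins changed direction in the lowest pairing for *Fezf2* (−2.998) and *Tbr1* (−0.425), and without the midline it was 12.4 and 1.85. The dividing line is not exactly the midline, so depth within 1 hemisphere is rough. The difference in median relative depth of *Lhx6* cells was 0.181 with at least 2 *Lhx6* transcripts and from −0.0043 to 0.215 over pairings. In clusters with at least 3 interneuron markers it was 0.0404, and from −0.107 to 0.221 over pairings.

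For the study's genes counted per cell, the list median was 2.27 in the whole section and 1.91 in the pallial region, where *Erbb4* (1.53) changed direction. In clusters with at least 3 interneuron markers pallial *Dlx1* (1.05) and *Sox6* (1.03) rose beyond their counting intervals, the pallial list median was 0.75, and pallial *Erbb4* (0.47) and whole-section *Reln* (−0.13) changed direction. Between pairings pallial *Erbb4* (0.54) did so in the highest and *Reln* (−0.10) in the lowest.

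Depth limits the comparison on the control side. Of control pallial cells 46.5% reached 20 transcripts, against 96.0% in the KO, and at a minimum of 50 only 3101 control cells were left against 26869.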

Other observations

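The tests of the transcript minimum, the ventricular side and the blank barcodes were chosen only after the results were seen, and those by imaging plane 0, thinning, the *Eomes* ratio relative to outside the region and the region without the midline, though some had their limits written before their values, are alternatives added after seeing the data.

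The pattern examined most was the higher *Eomes* abundance in the KO pallial region, a log2 ratio of 1.75. Each technical explanation was set aside as the whole cause where the ratio, with its counting interval, kept over 50% of this value, that is, stayed above 0.88. Loss of shallow control cells under the minimum is argued against by a ratio of 1.32 (1.18 to 1.46) with no minimum. Loss of molecules in the upper imaging planes of the control is argued against by a ratio of 1.204 (0.996 to 1.42) in plane 0. This value counts all decoded molecules of the region, in cells or not, for which all planes together gave 1.39. A part of its distance from 1.75 therefore comes from leaving out the cell minimum, not from the planes. False decoding of the kind seen in blank barcodes is argued against because the largest rise among 50 blanks, 88.1 CPM (35.0 to 137), was 5.50% of the *Eomes* rise of 1602 CPM, where 50% was the limit. The value with no minimum lay below 1.75 and that in plane 0 below 1.39, so these 2 explanations may account for a part of the difference.

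A decoding efficiency that differs by gene between the runs was tested by the ratios outside the region. Ratios inside and outside the region had a Spearman rho of 0.716 across genes, above the limit of 0.7 written for that explanation, so a large part of the gene-by-gene difference is shared by tissue outside the cortex. *Eomes* itself had a ratio of 0.41 outside the region, at percentile 74.8, where that explanation also needed a ratio like the 1.75 inside. Relative to outside the region the ratio was 1.34 (0.999 to 1.68), and 1.38 (0.948 to 1.80) after blank barcodes were taken off on both sides. Both intervals lie above 0.88, which argues against a gene-specific efficiency as the whole cause, if such an effect acts alike over a section. As 1 of the criteria written first was met and the other was not, a part played by it and a difference between the brains cannot be told apart. Without the cells near the midline it was 1.51. The plane at which each brain was cut and the drawn outline could change how much of the progenitor zone the region holds. Within the inner 2 of the 10 depth bins the ratio was 1.56 (1.34 to 1.79), but these bins are drawn from the edges of the same outline, so more of the ventricular side in the KO region and a difference between the brains cannot be told apart. A genotype difference remains among the open explanations.

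The higher share of the radial glia-like class in the KO, a log2 ratio of 0.95, was tested against the depth of the control. After thinning to the control depth and clustering again the ratio was 0.81 (0.63 to 0.997), above 0.47, which is 50% of the main value, and this argues against the overall depth as the whole cause. After thinning in each depth bin, which follows the loss of control transcripts towards the ventricle, it was 0.54 (0.37 to 0.72). This value lies above 0.47, but its interval does not, and the requirement that the interval also clear the limit was adopted only after the value was seen. By the value alone this explanation would have been set aside, and by the interval a loss of depth towards the ventricle cannot be told apart from a difference in cells. Since the class largely holds the *Eomes* cluster, the open explanations given for *Eomes* may apply here too.

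The lower share of the deep-layer neuron-like cluster in the KO, a log2 ratio of −0.14, was −0.15 (−0.20 to −0.10) after thinning to the control depth. The set so named then held 49.4% of control and 44.5% of KO cells, against 33.7% and 30.6% before, so it is another set of cells. At a minimum of 50 transcripts the direction was the opposite, with 0.28. The value after thinning met the limit written for setting depth aside, but that no minimum of transcripts may change the direction was required as well only after both values were seen. Depth and a difference in cells therefore cannot be told apart. The direction of the main value differs from the one that the study describes in words for these sections. Cell names and the cortical outline were rebuilt here, without the study's annotation and subclusters, and the study plotted proportions in cortical columns, not in the whole pallial region. So the populations and denominators are not the same, and the difference in direction may come from that. The study's immunostaining for TBR1 and its sequencing of nuclei, which it reports as showing more deep-layer neurons at E16.5, are not tested by these sections.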
